A study of Mus musculus with 10 samples.

How the data were processed

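The study comprised 4 RNA-seq libraries and 6 Capture-C libraries of mouse E14 embryonic stem cells, WT and CBE-KO. Capture-C enriches ligated DNA fragments that contact a chosen viewpoint, here an enhancer. The 6 Capture-C samples were not analysed here. RNA-seq cells received retinoic acid for 24 h, and RNA was extracted with Trizol, per the labels' protocols. Groups and replicate numbers came from the sample titles.

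The deposited values are whole-number read counts per mouse Ensembl gene identifier, with 1 table per library and no normalization, as the values show. The labels and tables name no aligner, counting program, use of strand, genome build or annotation release for these counts. How reads that match several genes were treated is not stated either. Genes with near-identical copies, overlapping genes and antisense genes are therefore uncertain. The tables held 52636 identifiers, of which 52403 matched a symbol in the supplied gene name table. Counts above 0 in at least 1 library were found for 29243 identifiers. Since no build was named, no coordinates are given. A RefSeq gene table of the GRCm38 assembly was used, by symbol, only for the chromosome and order of genes, and it placed 14992 of the 16005 tested genes.

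Genes were kept with edgeR's filterByExpr at its default settings, which left 16005 genes, 15983 of them with a symbol. Libraries were scaled by the trimmed mean of M-values (TMM), with factors of 0.959 and 0.970 for WT and 1.04 and 1.03 for CBE-KO. Differences were tested with edgeR 4.0.16 (R 4.3.3) by glmQLFit and glmQLFTest, without a covariate, two-sided, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. The moderation of the gene-wise dispersions had 15.3 prior degrees of freedom. CPM are TMM-scaled, and errors are SD over 2 libraries or the standard error of the log2 fold change. Where all WT libraries had at most 3 counts, a fold change is given as a lower bound against 3 counts. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules. Library totals of 14108038 to 15632960 counts put the floor at 0.192 to 0.213 CPM.

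Lists of genes were fixed before the data were examined: the HoxA, HoxB, HoxC and HoxD clusters, genes in and around HoxA, and genes of pluripotency, retinoic acid response, endoderm, mesoderm and neuroectoderm. Each list was tested with camera of limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 10 lists. The value given is the median edgeR log2 fold change of the tested members. Named genes followed a rule also fixed beforehand. It covered all genes of the HoxA cluster and HoxA neighbour lists. From each other list it took the 4 with the largest absolute log2 fold change among those that passed. From all genes it took the 5 largest rises and 5 largest falls among genes that passed, had a symbol, had a mean of at least 5 CPM in the higher group and had both libraries of a group above both of the other. Ctcf, Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were added as checks. The values of 1 gene covered by this rule are not reported here.

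The titles give both groups replicate numbers 1 and 2, so a fit with the replicate number as an additive block was made beside the fit without it. The labels do not say that same-numbered libraries were prepared together. The correlation of their deviations from the group means was 0.035. With the block, 1 residual degree of freedom remained per gene.

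The alternatives fixed beforehand were DESeq2 1.42.0, median-of-ratios scaling, upper-quartile scaling, library totals alone, no expression filter, a mean of at least 1 CPM, the replicate block, the block with upper-quartile scaling, a threshold of 0.01 and a minimum absolute log2 fold change of 1. For lists they were camera with an estimated correlation, fry, and 10000 random lists matched on mean expression in 20 bins. In the DESeq2 setting, lists were tested with limma's cameraPR on the DESeq2 Wald statistics, with the same preset correlation, and not with camera on log2 CPM. Each library was also left out in turn. Robust moderation in edgeR was added after the data were seen. Scripts were tested on simulated counts for 16005 genes with the libraries' means and sizes, of which 200 were changed by a log2 fold change of 1. The edgeR test recovered 150 of the 200 (75.0%) and made 15 calls among unchanged genes, 9.09% of its calls, above the nominal share of 0.05. DESeq2 recovered 132 and made 6 such calls, 4.35% of its calls. With no gene changed, edgeR made 7 calls. In the same simulations a list of 20 raised genes had a limma camera p of 1.47e-27 and a list of 20 unchanged genes a limma camera p of 0.939. A check of gene length was planned and not run, since exon lengths of the annotation behind the counts were not used here.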

Results

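RNA sequencing measured gene expression in mouse embryonic stem cells of the E14 line, a line in wide use for differentiation studies, after retinoic acid had been added to medium without the factors that maintain self-renewal. Retinoic acid is a vitamin A derivative that activates Hox genes and drives these cells out of pluripotency. The RNA-seq cells were treated for 24 h at a labelled dose of 2 µM. Unedited cells (WT) were set against cells lacking a binding element for the chromatin protein CTCF (CBE-KO), with 2 libraries per group. The study's stated interest was the part this element plays in contacts between nearby enhancers and the HoxA gene cluster and in early differentiation under retinoic acid. The comparison of these 4 libraries asks which genes differ in expression when the element is missing.

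The WT libraries held 15257213 and 14201780 counts, and the CBE-KO libraries 15632960 and 14108038. At these depths, 3 counts corresponded to 0.192 to 0.213 CPM (counts scaled to the library total), the floor below which a gene was not measurable. Counts above 0 were found for 23985 and 23753 gene identifiers in WT and for 24705 and 24257 in CBE-KO. The 2 replicates of each group differed by more than sampling noise. The chi-square statistic per degree of freedom was 3.66 for the WT pair and 2.84 for the CBE-KO pair. Each library was counted as a separate replicate, as titled. This excess does not show whether replicates came from separate cultures or clones, so the tests measure spread between these libraries only. Between groups the statistic ranged from 22.7 to 25.8. Pearson correlations of log2 CPM across genes were 0.991 and 0.992 within groups and 0.969 to 0.970 between them. The first principal component separated the groups and held 76.7% of the variance. The removed element is noncoding, so gene counts could not show its loss. Ctcf (ENSMUSG00000005698), the gene for the protein that binds it, had 2419 and 2172 counts in WT and 2505 and 2309 in CBE-KO. Its log2 fold change was -0.05 ± 0.05 (SE; edgeR adjusted p = 0.472), within the spread between replicates, and its sign changed to 0.056 when libraries were scaled by their totals.

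Of 16005 genes tested, 6895 (43.1%) differed between CBE-KO and WT at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Expression was higher in CBE-KO for 3461 of these genes and lower for 3434. Most changes were small: the median absolute log2 fold change of the changed genes was 0.46. An absolute log2 fold change of at least 1 was reached by 1383 of them, 975 higher and 408 lower. The small spread between replicates, a common biological coefficient of variation of 5.18%, allowed such small differences to pass the test. With the replicate number as a block, 7027 genes changed, 3545 higher and 3482 lower, and 6807 genes passed in both fits. Deviations of same-numbered libraries from their group means had a correlation of 0.035. DESeq2 gave the count farthest from this among the tests, 4577 genes, of which 2047 were higher. The balance of directions depended on scaling: 50.2% of changed genes were higher with trimmed-mean scaling and 67.0% with library totals alone, which moved the median log2 fold change of all genes to 0.11.

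**Figure D1:**
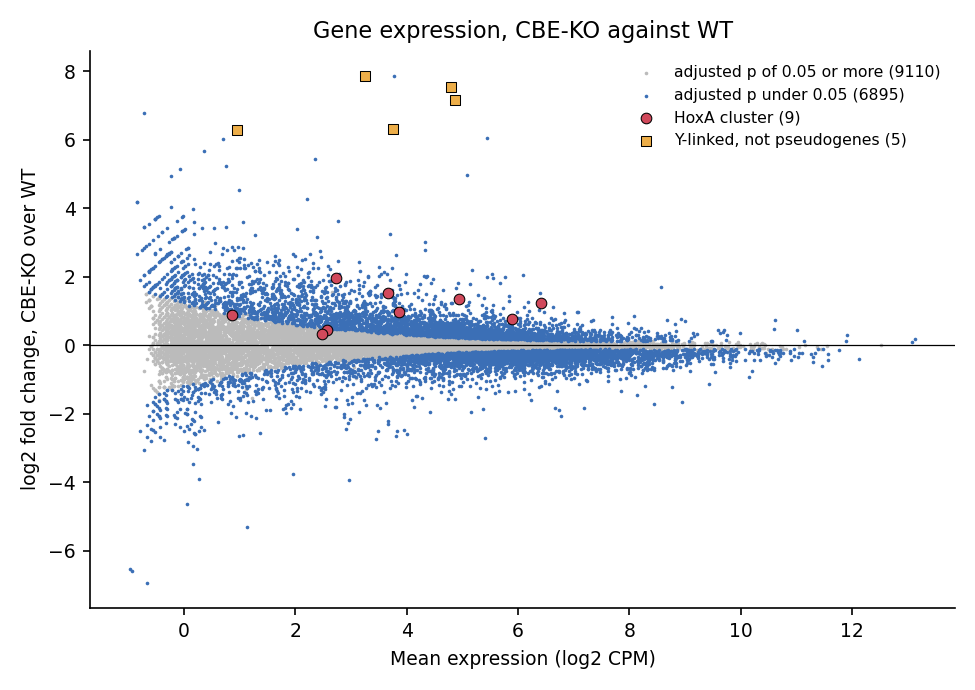
Log2 fold change of CBE-KO over WT (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 16005 tested genes. Small blue points are the 6895 genes with an adjusted p under 0.05, grey points the others, red circles the 9 tested HoxA genes and orange squares 5 Y-linked genes; the HoxA genes lie between 0.32 and 1.97, and the Y-linked genes lie above 6.

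The HoxA cluster was the locus named in the study's question. Of its 11 genes, 9 were tested, and all 9 were higher in CBE-KO, also under each of the scalings tried. Their median log2 fold change was 0.95, apart from that of the other genes in limma's camera test (two-sided, Benjamini-Hochberg adjusted p = 0.000123 over 10 lists). The replicate block gave a median of 0.95 and an adjusted p of 0.000188, with the correlation of 0.035 between same-numbered libraries given above. The setting that moved this test most was camera with the inter-gene correlation estimated from the data, at an adjusted p of 0.193. That test rests on 2 residual degrees of freedom, and the estimated correlation, -0.0165, was below the preset 0.01. Adjusted over all tested genes, 6 HoxA genes passed, and adjusted over the list alone, 8 did. Hoxa5 (ENSMUSG00000038253) went from 51.3 ± 4.24 CPM in WT to 119 ± 0.864 CPM in CBE-KO (SD, n = 2 each), a log2 fold change of 1.22 ± 0.06 (SE; edgeR adjusted p = 1.07e-10). Hoxa3 (ENSMUSG00000079560) went from 17.1 ± 0.369 to 43.3 ± 2.38 CPM, a log2 fold change of 1.34 ± 0.09 (SE; edgeR adjusted p = 2.52e-09). The highest log2 fold change in the cluster was that of Hoxa9 (ENSMUSG00000038227), 1.97 ± 0.21 (SE; edgeR adjusted p = 1.13e-06), from 2.60 ± 0.587 to 10.2 ± 1.47 CPM. Hoxa4 and Hoxa7 were also higher, by log2 fold changes of 0.95 and 1.51. With the replicate block, the log2 fold changes of Hoxa3, Hoxa5 and Hoxa9 were 1.34, 1.22 and 1.97. The differences for Hoxa2 (0.32, adjusted p = 0.276), Hoxa6 (0.87, adjusted p = 0.0685) and Hoxa10 (0.44, adjusted p = 0.0801) did not pass at this depth, although Hoxa6 and Hoxa10 passed with library totals alone (adjusted p = 0.0370 and 0.0298) and Hoxa6 also without the expression filter (adjusted p = 0.0474). Hoxa11 had 4, 2, 5 and 10 counts in the 4 libraries, Hoxa13 had 4, 0, 14 and 4, and neither entered the test.

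**Figure D2:**
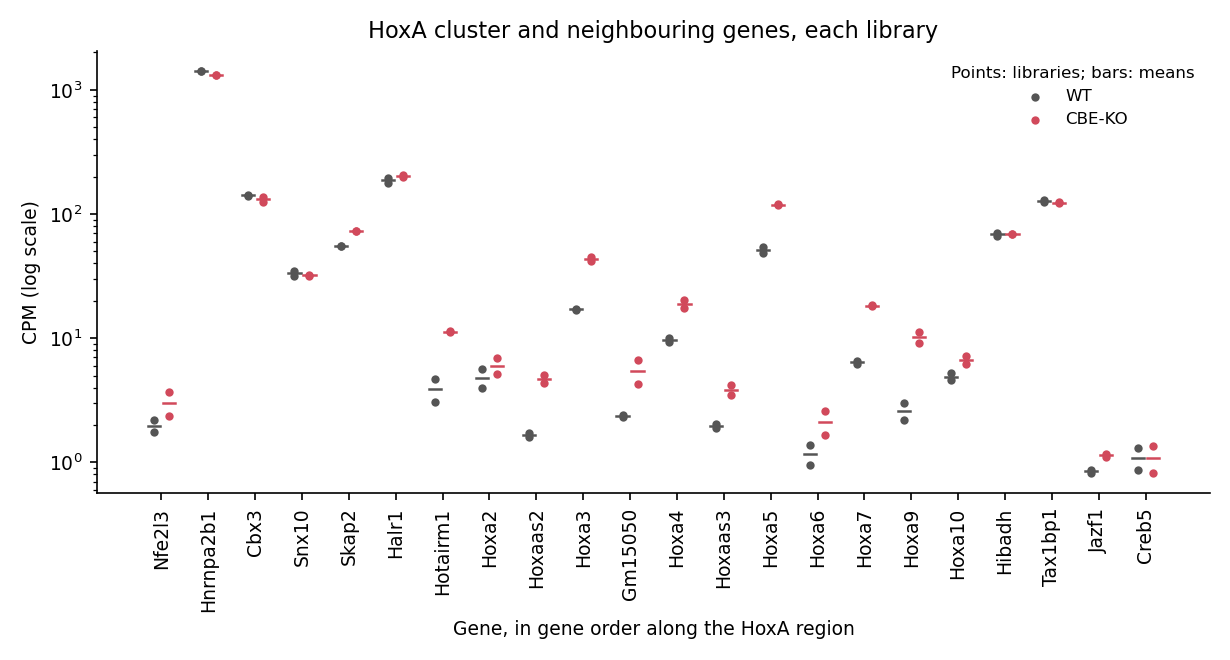
CPM (log scale, vertical axis) of tested genes of the HoxA cluster and its neighbourhood, in gene order, in the WT libraries (grey) and CBE-KO libraries (red); points are libraries and bars are means of 2. The HoxA genes shown and the noncoding genes among them lie higher in CBE-KO, while Hnrnpa2b1, Cbx3, Snx10, Hibadh and Tax1bp1 differ by at most 0.10 in absolute log2 fold change, with signs that change under other scalings.

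Genes around and between the HoxA genes were compared as a separate list. Of 20 genes, 14 were tested. The median log2 fold change was 0.25, which did not pass camera (adjusted p = 0.0596), nor with the replicate block (median 0.25, adjusted p = 0.0752). The signs depended on scaling: 10 genes were higher and 4 lower, and those 4 (Snx10, Cbx3, Hnrnpa2b1 and Tax1bp1) became higher with library totals alone. Adjusted over all genes, 5 passed, as did 5 adjusted over the list alone, and all 5 were higher. In DESeq2, with median-of-ratios scaling and without the filter, Hnrnpa2b1 passed as well, as lower (adjusted p = 0.0427, 0.0458 and 0.0459). The 5 were Skap2 and 4 noncoding genes within the cluster. Skap2 (ENSMUSG00000059182), outside the cluster, went from 55.7 ± 0.0658 to 72.8 ± 0.127 CPM (SD, n = 2 each), a log2 fold change of 0.39 ± 0.06 (SE; edgeR adjusted p = 6.77e-05; 0.39 with the block). Hotairm1 had a log2 fold change of 1.53 (adjusted p = 7.41e-06), Hoxaas2 of 1.51, Gm15050 of 1.21 and Hoxaas3 of 0.96, the last of which did not pass in DESeq2 (adjusted p = 0.0741). Since the use of strand in counting is not stated, reads of these noncoding genes cannot be told apart from those of overlapping Hox genes. Halr1, an abundant noncoding RNA beside the cluster, averaged 186 ± 13.2 CPM in WT and 201 ± 4.33 CPM in CBE-KO, a difference that did not pass (0.11 ± 0.05, SE; edgeR adjusted p = 0.106) except with upper-quartile scaling (adjusted p = 0.0297) or library totals (adjusted p = 0.00177).

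The other Hox clusters were compared in the same way. All 7 tested HoxC genes of 9 were higher and all 7 passed, with a median log2 fold change of 3.43 (camera adjusted p = 3.40e-05; with the block 3.43, adjusted p = 5.42e-05). In WT, several lay at the floor. Hoxc6 had 2 and 2 counts in WT and 58 and 47 in CBE-KO, at least 15.6-fold higher against the floor. Hoxc8 had 0 and 1 counts against 53 and 34, and Hoxc9 had 0 and 2 against 43 and 47, at least 12.8-fold and 13.5-fold higher. In the HoxB cluster, 9 of 10 tested genes were higher, 6 passed, and the median was 0.39 (camera adjusted p = 0.00566; with the block 0.40, adjusted p = 0.00472). This list did not pass against random lists matched on expression (adjusted p = 0.0789). The HoxB genes with the largest changes past the threshold were Hoxb13 (1.75 ± 0.26, SE), Hoxb8 (1.25 ± 0.12), Hoxb9 (1.05 ± 0.10) and Hoxb7 (0.89 ± 0.20). Only 3 of 9 HoxD genes were tested, each with low counts. All 3 were higher and passed, with a median of 1.73 (camera adjusted p = 0.00974; with the block 1.73, adjusted p = 0.00472). The HoxD list did not pass in cameraPR on DESeq2 statistics (adjusted p = 0.176), nor did Hoxd1 in DESeq2 (adjusted p = 0.190). Adjustment over each list alone gave 6, 7 and 3 genes for HoxB, HoxC and HoxD.

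**Figure D3:**
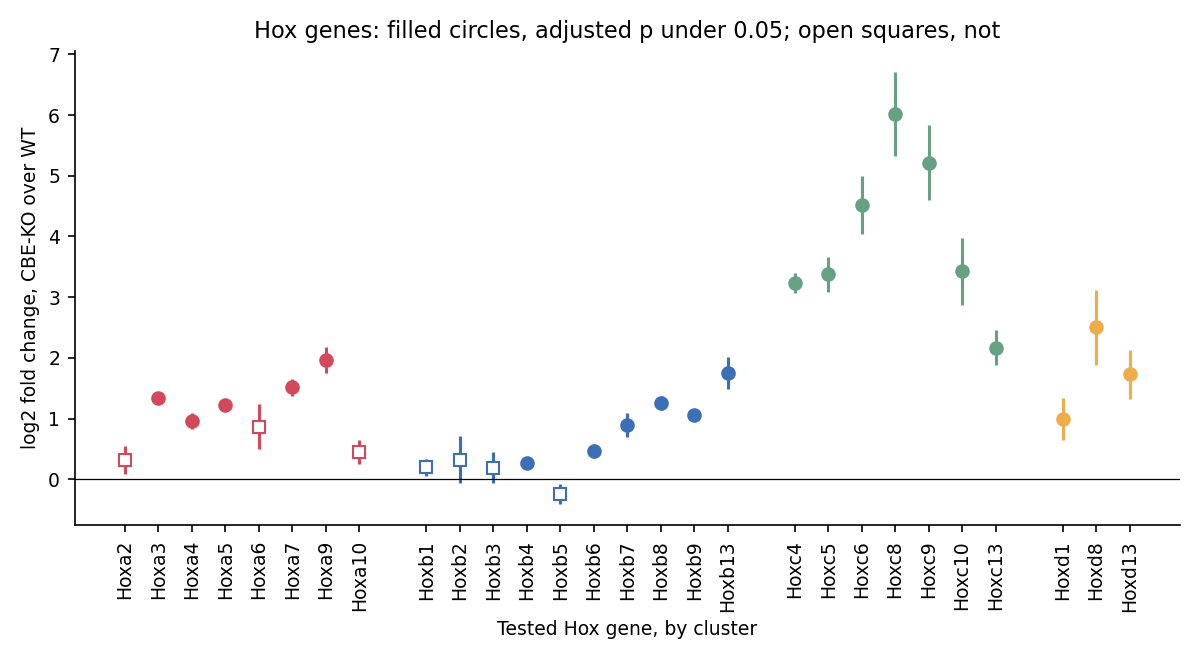
Log2 fold change of CBE-KO over WT (vertical axis) for tested Hox genes, by cluster, with bars of 1 standard error; filled circles have an adjusted p under 0.05 and open squares do not. Every HoxA, HoxC and HoxD gene shown lies above 0 and Hoxb5 lies below it; the values of Hoxc6, Hoxc8, Hoxc9 and Hoxd8 rest on WT counts at or under 3 and are imprecise.

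To compare how far the cells had left pluripotency, lists of pluripotency and retinoic acid response genes were tested. The 20 tested pluripotency genes had a median log2 fold change of -0.29 (camera adjusted p = 0.00253; with the block -0.29, adjusted p = 0.00442). Of these, 15 passed, 12 lower and 3 higher, and 16 passed when adjusted over the list alone. Utf1 (ENSMUSG00000047751) fell from 756 ± 38.2 to 237 ± 16.1 CPM (SD, n = 2 each), a log2 fold change of -1.67 ± 0.05 (SE; edgeR adjusted p = 2.72e-13). Tdgf1, Nr0b1 and Sall4 followed with log2 fold changes of -1.20, -1.04 and -0.94. Of the 17 retinoic acid response genes, all tested, 16 passed, 14 higher and 2 lower, and 16 passed when adjusted over the list alone. Their median was 0.88 (camera adjusted p = 3.40e-05; with the block 0.88, adjusted p = 6.44e-05). Cyp26a1 (ENSMUSG00000024987), which encodes an enzyme that degrades retinoic acid, went from 178 ± 0.0793 to 579 ± 3.40 CPM, a log2 fold change of 1.70 ± 0.05 (SE; edgeR adjusted p = 3.57e-14). Foxa1 had a log2 fold change of 1.74 and Nr2f2 of 1.65, and the latter did not pass in DESeq2 (adjusted p = 0.119). Nr2f1 had 1 and 0 counts in WT and 19 and 22 in CBE-KO, at least 6.15-fold higher.

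Lists of germ-layer genes gave a mixed result. The 13 tested endoderm genes had a median log2 fold change of 0.37 (camera adjusted p = 0.0151; with the block 0.37, adjusted p = 0.0131), and 9 passed, 8 higher and 1 lower. Cxcr4 had the largest rise among them (2.49 ± 0.31, SE) and Hnf4a was the gene that fell (-1.62 ± 0.25, SE). Sox7 was higher by 0.81 and Dab2 by 0.77, the latter not past the threshold in DESeq2 (adjusted p = 0.0548). The 10 tested neuroectoderm genes had a median of 0.65 that did not pass camera (adjusted p = 0.132; with the block 0.65, adjusted p = 0.152), with 6 of them higher and 2 lower among 8 that passed singly. Zfp521 (3.59 ± 0.41, SE), Pax6 (1.96 ± 0.37), Sox3 (1.44 ± 0.10) and Cdh2 (1.43 ± 0.26) were the largest. The neuroectoderm list passed in limma's self-contained fry test (adjusted p = 0.00396). That test asks whether a list shifts at all, without comparison with other genes, and 43.1% of all tested genes changed. For the 9 tested mesoderm genes the median was 0.09 (camera adjusted p = 0.791; with the block 0.09, adjusted p = 0.770), and 3 passed. Kdr and Fgf8 were higher by 1.49 and 1.42 and did not pass in DESeq2 (adjusted p = 0.163 and 0.207), and Bmp4 was lower at -0.67 ± 0.10 (SE). Adjusted over each list alone, 9 endoderm, 9 neuroectoderm and 2 mesoderm genes passed.

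Among genes with at least 5 CPM in the higher group, a passing test and no overlap between groups, the 5 largest rises included 4 Y-linked genes. Wnt10b (ENSMUSG00000022996) had 0 and 3 counts in WT and 397 and 413 in CBE-KO, at least 121-fold higher. Uty (ENSMUSG00000068457) had 2 and 0 counts in WT and 293 and 267 in CBE-KO, at least 83.4-fold higher. Eif2s3y had 3 and 5 counts in WT and 888 and 779 in CBE-KO, a log2 fold change of 7.54 ± 0.18 (SE; edgeR adjusted p = 6.22e-15). Ddx3y had 6 and 5 against 920 and 822 (7.16 ± 0.16, SE), and Uba1y had 7 and 2 against 484 and 307 (6.29 ± 0.30, SE). A further Y-linked gene, Kdm5d, had 1, 0, 4 and 7 counts and was not tested. Xist, transcribed from the inactive X chromosome in female cells, had 117 and 132 counts in WT and 73 and 116 in CBE-KO (-0.51 ± 0.22, SE; edgeR adjusted p = 0.0736; with the block -0.53, adjusted p = 0.0165). Xist also passed without the expression filter (adjusted p = 0.0222) and with the block and upper-quartile scaling (adjusted p = 0.0242). A pass in these settings or with the block is weak evidence. Mrps23, with 111 and 431 counts in WT, had an edgeR adjusted p of 5.38e-51 without the filter and 1.50e-14 with the block. In the main fit its edgeR adjusted p was 8.00e-05. Xist did not pass under the remaining alternatives, up to an adjusted p of 0.197 in DESeq2. Fits that left out 1 library gave log2 fold changes from -0.97 to -0.14, so the size of its change is uncertain. The 5 largest falls were those of Igf2, Spint5, Mrps23, Phlda2 and 9330159F19Rik. Igf2 (ENSMUSG00000048583) had 238 and 180 counts in WT and 12 and 17 in CBE-KO, a log2 fold change of -3.95 ± 0.24 (SE; edgeR adjusted p = 9.47e-10). Spint5 (-3.77 ± 0.30, SE), Phlda2 (-2.71 ± 0.09) and 9330159F19Rik (-2.65 ± 0.15) were likewise low in both CBE-KO libraries. Mrps23 (-2.74 ± 0.44, SE) had 111 and 431 counts in the WT libraries, a difference between replicates that leaves its change uncertain, and it did not pass in edgeR with robust moderation (adjusted p = 0.220), a setting added after the data were seen. With the block, the log2 fold changes of Eif2s3y, Ddx3y, Igf2 and Mrps23 were 7.54, 7.16, -3.95 and -2.56.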

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

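Robust moderation in edgeR was the alternative chosen after the data were seen. The number of changed genes, 6895 in edgeR with TMM scaling, lay between 6590 and 7150 under other scalings, other filters, the replicate block and robust moderation. It was 4917 at an adjusted p under 0.01. It fell to 1383, with 975 higher and 408 lower, when an absolute log2 fold change of at least 1 was also required. DESeq2 called 4577, of which 2047 were higher and 2530 lower, and 4572 of these were also called by edgeR. The cause of the gap between the tools was not tested on these counts. In the simulation edgeR both recovered more changed genes and made more false calls than DESeq2. The share of changed genes that were higher was 50.2% with TMM, 48.2% with median-of-ratios scaling, 55.9% with upper-quartile scaling and 67.0% (4770 higher, 2352 lower) with library totals alone. Library totals moved the median log2 fold change of all genes to 0.11, so changes under that setting are relative to this shift. Leaving out a library left 1 in a group, and no count of genes past an adjusted p could be made.

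Every list except mesoderm kept the sign of its median under each alternative tried. Medians ranged from 0.94 to 1.18 for HoxA, 0.38 to 0.50 for HoxB, 3.41 to 4.25 for HoxC, 1.36 to 2.36 for HoxD, 0.11 to 0.40 for the HoxA neighbours, -0.34 to -0.19 for pluripotency, 0.83 to 0.98 for retinoic acid response, 0.36 to 0.47 for endoderm and 0.64 to 0.76 for neuroectoderm. The mesoderm median, 0.09, became -0.039 (adjusted p = 0.377) with genes of a mean of at least 1 CPM, and did not pass under any alternative (adjusted p from 0.340 to 0.955).

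Camera with the inter-gene correlation estimated from the data left the medians as they were and took 7 lists that had passed to an adjusted p of 0.193: HoxA (0.95), HoxB (0.39), HoxC (3.43), HoxD (1.73), pluripotency (-0.29), retinoic acid response (0.88) and endoderm (0.37). The estimated correlations of HoxA (-0.0165), HoxC (-0.0213), HoxD (-0.0786) and endoderm (-0.0513) lay below the preset 0.01, so a higher correlation does not account for the loss in these 4. Those of HoxB (0.0713), pluripotency (0.0495) and retinoic acid response (0.107) lay above it. With an estimated correlation camera tests on the 2 residual degrees of freedom of 4 libraries in 2 groups. The adjusted p of 0.193 was the highest of each of these lists over its alternatives. The lowest were 1.94e-08, 0.00168, 3.05e-08, 0.000530, 6.48e-14, 5.47e-13 and 0.00602. Those of HoxA, pluripotency and retinoic acid response came from cameraPR on DESeq2 statistics, a different test from camera on log2 CPM. Against expression-matched random lists HoxB (0.39) did not pass (adjusted p = 0.0789). In cameraPR on DESeq2 statistics HoxD (1.73) did not pass (adjusted p = 0.176).

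The HoxA neighbours and neuroectoderm lists, which did not pass in camera, passed in other settings. The neighbours passed in fry (0.25, adjusted p = 0.0151), against random lists (0.25, adjusted p = 0.0465), with upper-quartile scaling (0.28, adjusted p = 0.0480), with library totals (0.35, adjusted p = 0.0306) and without the filter (0.40, adjusted p = 0.0129). Their adjusted p ranged from 0.0129 to 0.212. Neuroectoderm passed in fry (0.65, adjusted p = 0.00396), against random lists (0.65, adjusted p = 0.00700) and without the filter (0.72, adjusted p = 0.0346), over a range of 0.00396 to 0.272. Fry makes no comparison with other genes, so it and camera answer different questions. The cause of the other differences was not tested for either list.

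Across the 4 fits that each left out one library, medians ranged from 1.00 to 1.15 for HoxA, 0.31 to 0.60 for HoxB, 3.41 to 4.55 for HoxC, 1.43 to 2.12 for HoxD, 0.21 to 0.36 for the neighbours, -0.32 to -0.25 for pluripotency, 0.22 to 0.53 for endoderm and 0.57 to 0.75 for neuroectoderm. No sign changed in these lists. Of the 40 values for the 10 lists, 24 stayed within 1 SD between replicates and 16 did not. The HoxA and pluripotency medians moved by more than that in all 4 fits, and the HoxA median of 0.95 from all libraries lies outside its own range. With 1 library left in a group these fits give values and no test. Among single genes, 211 such values stayed within 1 SD between replicates and 49 did not. The sign changed for Snx10 (-0.12 to 0.014), Hibadh (-0.044 to 0.057) and Creb5 (-0.40 to 0.33), none of which passed with all libraries. Wide ranges without a change of sign included those of Hoxa2 (0.093 to 0.59), Hoxa6 (0.50 to 1.15), Fgf8 (0.91 to 1.95) and Mrps23 (-3.44 to -1.40).

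For single named genes, 552 comparisons with an alternative kept direction and side of the threshold, 12 passed only under the alternative, 7 passed only without it and 8 reversed in sign. None of the reversed genes passed with TMM scaling, but Hnrnpa2b1 passed as lower with DESeq2 (-0.11, adjusted p = 0.0427), with median-of-ratios scaling (-0.11, adjusted p = 0.0458) and without the filter (-0.10, adjusted p = 0.0459), in a range from 0.0427 to 0.935. Hibadh was -0.0045 with DESeq2 and -0.0046 with median-of-ratios scaling, and Creb5 was -0.0041 with DESeq2. With library totals, Snx10 was 0.051, Cbx3 0.0063, Hnrnpa2b1 0.0053, Tax1bp1 0.053 and Ctcf 0.056, each below the overall shift of 0.11. Mrps23, whose WT replicates differ, did not pass with robust moderation (-2.74, adjusted p = 0.220, in a range from 5.38e-51 to 0.220). The depth limited the genes near the floor: 3 counts in a library was 0.192 CPM or more, so folds of Hoxc6, Hoxc8, Hoxc9, Hoxd8, Nr2f1, Uty and Wnt10b have no upper bound from these counts.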

Other observations

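The tests of chromosomes, of the HoxA neighbourhood and of library totals were set before their results were seen, and the other tests in this part were chosen only after the result was seen. The labels do not say how many clones each group came from. An effect of the deletion and a difference between the cell lines therefore cannot be separated for any pattern here. A bias by gene length was not tested.

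With 43.1% of tested genes changed, broad technical causes were examined. The largest library total was 1.11 times the smallest, and the totals of the groups overlap, so depth gives no account of the difference. A gain or loss of a whole chromosome in a cell line was set to show as a shift of at least 0.3 in a chromosome's median log2 fold change. The largest shift among 20 chromosomes, Y left out, was 0.130, for X. Changes were not restricted to the surroundings of the deleted element, since 6334 genes off chromosome 6 changed. Of the 40 tested genes flanking HoxA, 20 on each side, 40% changed, against 44.4% elsewhere (Fisher's exact test, two-sided, p = 0.635). Genes inside the HoxA cluster were left out of both sides of that test. There, 6 of 9 tested Hox genes and all 5 other tested genes changed, so the test cannot speak to enrichment within the cluster. On chromosome 6, which carries HoxA, 45.0% changed, against 44.4% on other chromosomes (Fisher's exact test, two-sided, p = 0.790). With Y left out, the share of changed genes ran from 40.4% on chromosome 7 to 49.2% on X. Medians of whole chromosomes cannot show a gain or loss of part of a chromosome. Such a regional difference between the cell lines was not tested and remains open.

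Hox genes away from the deleted element were also higher. The median log2 fold change was 0.95 over 9 HoxA genes and 1.49 over 20 genes of the other clusters, a difference of -0.54 (permutation test, two-sided, p = 0.317). By cluster, the HoxC (3.43) and HoxD (1.73) medians lay above that of HoxA and the HoxB median (0.39) below it, and these differences between clusters were not tested singly. A rise found in HoxA alone is not what these counts show. A candidate explanation is that the CBE-KO cells were further along the response to retinoic acid at 24 h, and that Hox genes followed. Some genes go against it: of the pluripotency genes that passed, 12 were lower and 3 higher (Nanog 0.15, Dppa5a 0.28 and Tfcp2l1 0.16), and of the retinoic acid response genes 14 were higher and 2 lower. The 3 genes are named after their values were seen. A single time point cannot separate this from an effect that begins at HoxA. Inside the HoxA cluster, all 5 tested genes that are not Hox genes were higher and passed. This includes 5730596B20Rik (2.11, adjusted p = 4.71e-05), named here after its value was seen. Reads shared with overlapping Hox genes are an untested alternative for these 5.

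Along the HoxB cluster, genes with a higher paralogue number rose more (Spearman's rho = 0.806 across 10 genes, exact permutation p = 0.00721, Benjamini-Hochberg adjusted p = 0.0216 over 3 clusters). Genes are not independent replicates, and the correlation is across genes. Expression level gave no account of it (rho = 0.0545 with mean log2 CPM, exact permutation p = 0.892). The same relation was not detectable across the 9 HoxA genes (rho = 0.35, exact permutation p = 0.359, adjusted p = 0.538), and across the 7 HoxC genes rho was 0 (exact permutation p = 1). Whether the clusters differ was not tested. A shift in the timing of activation along HoxB may underlie the pattern, and these data hold no time course to test it.

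Of the 6 tested Y-linked genes, the 5 that are not pseudogenes were near 0 in both WT libraries and well measured in both CBE-KO libraries. Kdm5d, not tested, was low in all 4 libraries (1, 0, 4 and 7 counts). The 5 genes summed to 18 and 13 counts in WT (1.23 and 0.945 CPM) and 2646 and 2219 in CBE-KO (163.0 and 152.5 CPM). The WT level was 0.690% of that in CBE-KO. With the pseudogene Mid1-ps1 included, which had 357, 263, 294 and 317 counts, it was 12.9%, above the 5% set before that test was run, and the value without the pseudogene was added afterwards on genes already seen to be low, so it describes the pattern and tests nothing. Reads of Mid1-ps1 may come from its X-linked parent, which was not tested. Reads moving between X-linked and Y-linked copies would lower the X-linked copy wherever the Y-linked copy rose, and this held in 2 of 4 pairs. Ddx3x (-0.32) and Eif2s3x (-0.46) fell, while Kdm6a (0.07) and Uba1 (0.07) did not. The summed Y-linked CPM of 0 of 4 libraries lay nearer the other group. This restates the pattern that prompted it and shows nothing by itself. Over all genes, log2 CPM correlated at 0.991 and 0.992 within groups and at 0.969 to 0.970 between them, which goes against an exchange of a single WT library with a single CBE-KO library and leaves an exchange of the whole groups open. A hypothesis is that the WT cells transcribed little from these genes of the Y chromosome. The E14 line was derived from a male embryo, so a loss of the Y chromosome in the WT culture is a candidate explanation. RNA counts cannot tell loss of the chromosome from its silencing, nor either from an exchange of the whole groups. Either way, the WT and CBE-KO cells differ by more than the deleted element if this holds.

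Imprinted genes, expressed from the copy of a single parent, were prominent among the large changes. Plagl1 went from 42 and 16 counts in WT to 1073 and 917 in CBE-KO (log2 fold change 4.98), Peg13 from 6 and 0 to 153 and 138 (5.43), and Igf2 and Phlda2 fell. A list of 44 imprinted genes was then written, and the 5 whose values had been seen were left out of the test. Of the 39 others, 34 were tested. Their median absolute log2 fold change was 0.68, against 0.25 for the typical random list matched on expression, and 13 exceeded an absolute log2 fold change of 1, against 2. With the observed list counted in, as large a median was given by a share of 1e-04 of 10000 random lists, the smallest share they can give. Genes were drawn singly for the random lists. Dependence between members of the imprinted list is therefore not accounted for, and the share may be too small. Of the 34, 30 changed, 19 higher and 11 lower. The changes did not go in a single direction, with Mest (1.27), Peg3 (1.28) and Nnat (1.84) higher and Cdkn1c (-1.56) lower. A difference in the state of imprints between the cell lines is a candidate explanation, as is a difference in differentiation. Without allele-specific or methylation data neither was tested, and reads shared between gene copies were not tested for this list.

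A small set of genes differed several-fold between replicates of the same group. Of 11927 genes with a mean count of at least 50, 22 had replicates apart by a log2 difference over 1.5 in at least 1 group. Possible copies made up 59.1% of these, against 14.7% of the other genes (Fisher's exact test, two-sided, p = 2.08e-06). Counted as such were pseudogenes, every gene named Gm with a number, and genes whose symbol has a lettered sister symbol. The rule rests largely on symbols, took in Rad9a and Coro1b, and does not measure shared sequence. The 22 genes also lay close together, with 8 pairs within 10 genes of each other. With the observed list counted in, that number was reached by a share of 1e-04 of random lists, the smallest they can give. They comprise Tmem134, Coro1b, Rps6kb2 and Rad9a in a single stretch, Vezf1 with Mrps23, and Dppa5b with Dppa5c, named after their values were seen. Tmem134 had 74 and 16 counts in WT and 13 and 261 in CBE-KO. Assignment of ambiguous reads to alternate copies or neighbours by the counting step is a candidate explanation for both results. The counting program is not stated, and no biological explanation was tested. Of the 22 genes, 8 were among the 6895 called changed, Mrps23 included. Peg13 is also among the 8, but its replicates differ only near the floor in WT (6 and 0 counts) and lie close in CBE-KO (153 and 138 counts), so its call is not in doubt on this ground.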
